# Oleil Hydroxytyrosol (HTOL) Exerts Anti-Myeloma Activity by Antagonizing Key Survival Pathways in Malignant Plasma Cells

**DOI:** 10.3390/ijms222111639

**Published:** 2021-10-28

**Authors:** Katia Todoerti, Maria Eugenia Gallo Cantafio, Manuela Oliverio, Giada Juli, Carmine Rocca, Rita Citraro, Pierfrancesco Tassone, Antonio Procopio, Giovambattista De Sarro, Antonino Neri, Giuseppe Viglietto, Nicola Amodio

**Keywords:** experimental therapeutics, multiple myeloma, natural anti-tumor agents, oleil hydroxytyrosol

## Abstract

Polyphenols from olive oil are endowed with several biological activities. Chemical modifications have been recently applied to these compounds to improve their therapeutic activity in different pathological settings, including cancer. Herein, we describe the in vitro effects on multiple myeloma (MM) cells of oleil hydroxytyrosol (HTOL), a synthetic fatty ester of natural hydroxytyrosol with oleic acid. HTOL reduced the viability of various human MM cell lines (HMCLs), even when co-cultured with bone marrow stromal cells, triggering ER stress, UPR and apoptosis, while it was not cytotoxic against healthy peripheral blood mononuclear cells or B lymphocytes. Whole-transcriptome profiling of HTOL-treated MM cells, coupled with protein expression analyses, indicate that HTOL antagonizes key survival pathways for malignant plasma cells, including the undruggable IRF4–c-MYC oncogenic axis. Accordingly, c-MYC gain- and loss-of-function strategies demonstrate that HTOL anti-tumor activity was, at least in part, due to c-MYC targeting. Taken together, these findings underscore the anti-MM potential of HTOL, providing the molecular framework for further investigation of HTOL-based treatments as novel anti-cancer agents.

## 1. Introduction

Multiple myeloma (MM) is a B cell malignancy of clonal plasma cells (PCs) accumulating in the bone marrow (BM), characterized by a complex genomic and epigenomic landscape [1,2,3]. Despite remarkable therapeutic advancements that have led to increased extent and frequency of response with unprecedented outcome improvement, MM patients eventually evolve towards a fatal drug-resistant phase [2,4].

Scientific interest in natural drugs and their derivatives has recently grown due to the limitations and toxicity of conventional therapies in comparison to the safety of natural-product-derived compounds. In this regard, the biological activities of plant extracts have been extensively linked to their content in various molecules, such as polyphenols, flavonoids and terpenoids, known to elicit therapeutic effects against cancer, cardiovascular and neurodegenerative diseases. Moreover, the combination of plant extracts with anti-cancer drugs has often shown synergistic therapeutic efficacy by sensitizing malignant cells to chemotherapy, and/or overcoming drug resistance in various cancer types [5,6], including MM [7,8,9].

A major source of anti-tumor polyphenols is extra virgin olive oil (EVOO), the polyphenolic fraction of which includes simple phenols (tyrosol and hydroxytyrosol), secoiridoids (oleuropein, oleocanthal and oleacein) and lignans [9,10,11,12,13].

Hydroxytyrosol (2-(3,4-dihydroxyphenyl)ethanol; HT) belongs to the family of ortho-diphenolic compounds, derived from the hydrolysis of the secoiridoid oleuropein, and displays an amphiphilic character. HT acts as a natural antioxidant due to its catechol moiety, and assumes a protective role especially in bulk oils; moreover, HT has been largely investigated owing to its beneficial effects on human health, particularly in relation to cardiovascular diseases, microbial infections and cancer [14,15,16].

To envisage an extensive use of HT in food, cosmetics and pharmaceuticals, more lipophilic HT ethers or esters have been synthesized, which display remarkable antioxidant activity in oil/water emulsions, especially when the elongation of the chain is comprises between C4 and C8 atoms [17,18]. Longer chains (C10−C16) have enabled new pharmaceutical applications of HT, including its integration in liposomes for topical administration [19,20]. Overall, these studies demonstrate that the biological activity of lipophilic derivatives is higher than free HT.

Oleil hydroxytyrosol (HTOL), a synthetic fatty ester of natural HT with oleic acid, is endowed with a significant lipophilicity by preserving the catechol moiety of HT, which is mainly responsible for its biological activities [21,22]. Such a chemical modification can be realized following very mild procedures for the synthesis of HT esters [16,20]. The obtained HTOL appears as a good candidate in formulations for the treatment of cutaneous infectious diseases [20]; moreover, it displayed antimicrobial activities against *S. aureus* and *S. epidermidis* [23]. Conversely, its anti-tumor potential has never been investigated. Here, we analyzed the anti-tumor effects and the molecular perturbations produced by HTOL treatment in MM cells. Taken together, our findings highlight, for the first time, the significant anti-MM effects of HTOL in vitro through the targeting of molecular pathways key for malignant plasma cell survival.

## 2. Results

### 2.1. HTOL Exerts Anti-Tumor Activity in HMCLs

HTOL, the chemical structure of which is reported in Figure 1A, was obtained by a standardized procedure as reported in Materials and Methods.

To evaluate the potential anti-tumor activity of HTOL in vitro, we used five different HMCLs, reflecting, at least partially, the genetic heterogeneity of the disease and including bortezomib-resistant cells (AMO-BZB) that mimic a refractory disease. Treatment for 48 h with increasing doses of HTOL reduced HMCLs viability, with an IC50 ranging from 5.0 to 10.0 μM (Figure 1B; Supplementary Figure S1). We next tested the in vitro anti-tumor activity of HTOL in MM cells co-cultured with MM patient-derived bone marrow stromal cells (BMSCs), known to sustain growth and to promote the chemoresistance of MM cells. Luciferase-engineered GFP-expressing NCI-H929 cells were cultured adherent to malignant BMSCs, and then treated for 48 h with HTOL. The results indicate that HTOL dampened MM cell viability even in co-culture conditions, thus overcoming the protective effects of BMSCs (Figure 1C).

Finally, we evaluated whether HTOL might be cytotoxic against non-tumor cells. To this aim, we tested its effects on both healthy PBMCs or B lymphocytes. It is noteworthy that no cytotoxicity was detected in these cells, isolated from two different healthy donors and treated ex vivo with HTOL, underscoring a favorable therapeutic window for this compound (Figure 1D).

### 2.2. Transcriptional Signatures and Molecular Pathways Modulated by HTOL Treatment in MM

To uncover the biological scenario underlying its cytotoxicity against HMCLs, the specific transcriptional signature and molecular pathways affected by HTOL treatment were evaluated by GSEA analysis of the global protein-coding gene expression profiles of HTOL-treated versus vehicle-treated JJN3 cells. 

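The arrays compared cells of JJN3, a human multiple myeloma cell line, treated with 5 μM HTOL for 24 h with cells treated with the vehicle DMSO. Each group had 2 replicates, and the paper does not say whether these duplicates were separate cultures. Each replicate has its own GeneChip array, which measures the expression of a gene by the brightness of its probes. The authors deposited 1 value per Ensembl gene and array, 35458 features in all, and these values were used here without further normalization. The values lay between 1.85 and 14.15, which is the range of log2 intensities, so they were read as log2. That scale was taken from the values, since the paper's text names neither the scale nor the method of normalization. The medians of the arrays were 4.92 and 4.91 for vehicle and 4.92 and 4.90 for HTOL. The table lists Ensembl identifiers without gene symbols or gene types, so the protein-coding genes could not be set apart and all features were compared.
Across features, the vehicle arrays correlated with each other at r = 0.988 and the HTOL arrays at r = 0.983, while HTOL and vehicle arrays correlated at 0.981 to 0.985. HTOL replicate 2 was closer to both vehicle arrays (r = 0.985 with each) than to HTOL replicate 1, which correlated with each vehicle array at 0.981. By this measure the arrays did not group by treatment. Features are not independent replicates, and these correlations describe the arrays only. The SD across features of the log2 difference between replicates was 0.347 for vehicle and 0.400 for HTOL. The difference between the group means had an SD of 0.303, against 0.265 expected from the replicates alone, a ratio of 1.15. The ratio depended on the level of expression, from 1.02 in the dimmest decile of features to 1.93 in the brightest. With limma and Benjamini-Hochberg adjustment, 0 features passed an adjusted p of 0.05, and the smallest adjusted p was 0.527. At an unadjusted p of 0.05, a share of about 0.05 of the features would pass if none had changed. At that threshold 3032 features passed, or 8.55%, of which 1355 were higher and 1677 lower after HTOL. The paper names a Student's test for comparisons of 2 groups in its statistics section, but GSEA for the arrays. That Student's test, run here per feature, gave 2752 at an unadjusted p of 0.05. After Benjamini-Hochberg adjustment it gave 1, a feature with almost no spread between replicates. A log2 difference of at least 1 was found for 310 features, 103 higher and 207 lower. When the arrays were split otherwise, with 1 HTOL and 1 vehicle array on each side, 220 and 191 features reached it. Many of the 310 can therefore arise from differences between replicates. The count at the unadjusted threshold moved most without vehicle replicate 2, to 1697, and rose to 4102 without HTOL replicate 2. The number of arrays limits the precision of each value.

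**Figure D1:**
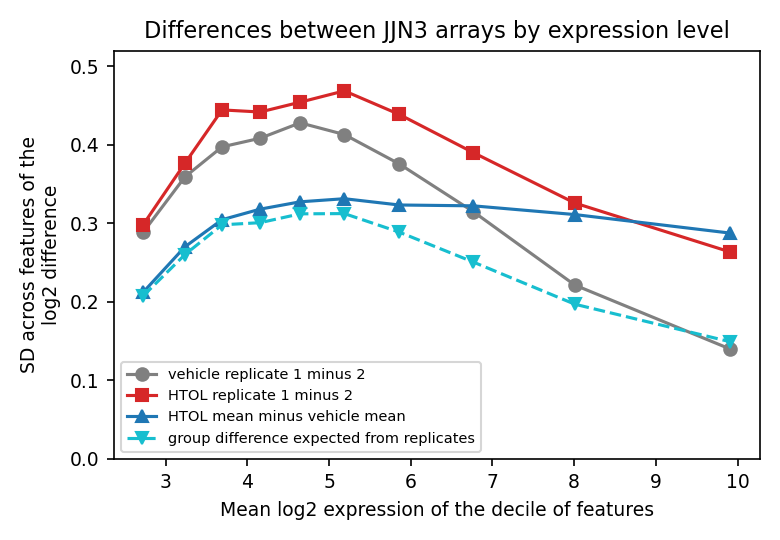
SD across features of the log2 difference between arrays (y axis), for deciles of the features by mean log2 expression (x axis). Grey circles and red squares give the replicates of vehicle and of HTOL, blue triangles the difference of the group means, and the dashed line the value expected for it from the replicates; in the brightest decile the group difference had an SD of 0.288 against 0.149 expected.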

Gene sets involved in cell cycle regulation, apoptosis and DNA and RNA metabolism were found to be positively modulated amongst others, whereas genes of the Interferon Gamma response were found to be significantly down-regulated upon HTOL exposure (Supplementary Table S1).

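The gene sets of Supplementary Table S1 are lists of gene symbols, which the table of values does not pair with its identifiers, so they were not analysed here. Cell cycle genes were examined instead through 1314 Ensembl identifiers annotated to the cell cycle in Gene Ontology, a list chosen after the data were seen. It is wider than any set of Supplementary Table S1 and its median was known to be above 0 before any test was run. The table holds 1233 of these identifiers. Their median log2 difference between HTOL-treated and vehicle-treated cells was 0.060, and 713 of them, or 57.8%, were higher after HTOL. Of the 16587 other features at or above the median level of expression, 47.1% were higher, with a median of -0.017. The median of the list was above 0 in each of the 4 pairs of an HTOL and a vehicle array, from 0.048 to 0.093, while it was -0.023 between the vehicle replicates and 0.030 between the HTOL replicates. No single cell cycle gene passed limma's test after Benjamini-Hochberg adjustment, with 0 of 1233 passing when adjusted over the list alone. GSEA with 10000 gene permutations gave the list a NES of 1.27 (p = 0.000658), and its G2/M genes a NES of 1.54 (p = 0.00051). By the same gene permutations, the G1 genes had a NES of 1.17 (p = 0.0647) and the S phase genes of 0.903 (p = 0.842). These 2 lists depended on the setting. Both were called among features above the median expression (NES 1.68 and 1.32) and with limma's t as the ranking (2.02 and 1.62). Neither was called after quantile normalization (1.19 and 0.940), after median centring or with the replicate number as a block. Gene permutations treat genes as independent, and set tests across the arrays gave mixed results. Camera with the correlation estimated per list, which rests on 2 residual degrees of freedom here, gave p = 0.123 for all cell cycle genes and 0.0927 for the G2/M genes. Fry gave 0.109 and 0.0464, the latter 0.145 after adjustment over the 4 lists, so no list was called by either. With its preset correlation, camera called the whole list, G1 and G2/M (p = 0.00447, 0.00177 and 0.00477), but not S (p = 0.0587). The enrichment over all features also depended on single arrays. Without HTOL replicate 2 the NES of the list was 0.718, and without vehicle replicate 2 it was 0.990, and no list was called in either case. Against random lists matched on mean expression, a comparison partly added after that loss was seen, the NES was 2.24 with all arrays. It was 2.00 without vehicle replicate 2 (permutation p = 0.013), and without HTOL replicate 2 the list scored above 0 where 0 of 2000 matched lists did. Over 15 settings, which leave out the 4 that combine matched lists with a left-out array, 33 of 60 tests of a list passed. From the gene sets of Supplementary Table S1, the paper states that those of cell cycle regulation were positively modulated and that the Interferon Gamma response was down-regulated; the latter was not analysed here.

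**Figure D2:**
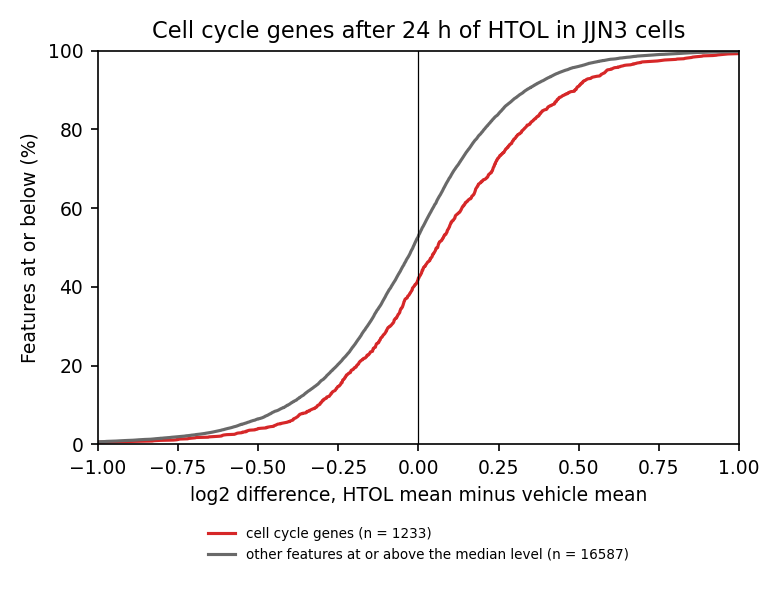
Cumulative share of features (y axis, %) by the log2 difference between the HTOL and vehicle means (x axis), for 1233 cell cycle genes (red) and 16587 other features at or above the median level (grey). The red curve lies to the right of the grey one, with medians of 0.060 and -0.017.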

### 2.3. HTOL Triggers ER Stress, UPR and Apoptosis

The elevated production and secretion of paraproteins by MM cells induce ER stress which, in turn, activates the unfolded protein response (UPR). Interestingly, we found the “UPR gene set” (Hallmark collection) amongst the most significantly and positively modulated gene sets at a lower stringency level (nom. *p*-value < 0.05) upon HTOL treatment (Figure 2A). Accordingly, WB analysis demonstrated that HTOL increased phosphorylation of eIF2α, and induced the expression of ER stress sensor proteins such as inositol-requiring enzyme 1α (IRE1α), the chaperone BiP/GRP78 (Figure 2C), the Activating Transcription Factor 4 (ATF4) and the UPR-induced proapoptotic CCAAT/enhancer-binding protein (C/EBP) homologous protein (CHOP), supporting the idea that ER-stress-induced UPR is a pro-death mechanism.

As a further demonstration of its pro-apoptotic activity, we identified by FACS analysis a dose-dependent increase in Annexin-V positive and Annexin-V/7-AAD double positive cells triggered by HTOL, suggestive of early and late apoptosis occurrence, respectively (Figure 2D). Similar results were obtained in NCI-H929 cells (Supplementary Figure S2). In line with these findings, “Reactome regulation of apoptosis” was among the positively modulated gene sets after HTOL treatment (nom. *p*-value < 0.05; Figure 2D). Accordingly, within the core enrichment genes we observed a significant positive modulation of caspase genes (i.e., CASP3, CASP9) (Supplementary Figure S3). Finally, WB analysis of HTOL-treated JJN3 cells confirmed the activation of caspase-3, caspase-8 and PARP, thus corroborating the pro-apoptotic effects of HTOL (Figure 2E).

Overall, these results suggest that ER-stress-induced apoptosis may contribute to HTOL cytotoxicity.

### 2.4. HTOL Negatively Regulates the Undruggable IRF4 Pathway in HMCLs

Intriguingly, our GSEA analysis indicates the “Hallmark of Interferon Gamma response” as the only gene set down-regulated by HTOL in JJN3 cells (Figure 3A). Within the core gene set, we observed a down-regulation of the lymphocyte-specific transcription factor Interferon regulatory factor 4 (IRF4) mRNA (Figure 3B); it encodes a key transcriptional regulator of such pathway and is considered an “Achilles’ heel” in MM, since its targeting is lethal for MM cells, irrespective of their genetics. Accordingly, WB analysis showed that HTOL treatment resulted in dose-dependent down-regulation of IRF4 protein, along with reduced protein levels of relevant IRF4 target genes, such as c-MYC, caspase-10 and Blimp1, in JJN3 (Figure 3C,D), as well as in NCI-H929 cells (Supplementary Figure S4). Overall, these results indicate that HTOL treatment impacts on the oncogenic IRF4 signaling in MM cells.

### 2.5. c-MYC Affects HTOL Sensitivity of HMCLs

The IRF4 target c-MYC is overexpressed during MM progression and plays a critical role in drug resistance to conventional and novel anti-MM therapies [24,25]. By orchestrating a pro-cancer program across multiple cellular pathways, c-MYC acts as a fundamental positive regulator of MM cell growth [26]. Given the relevance of c-MYC in MM pathobiology and based on the above-reported results on the HTOL-mediated down-modulation of IRF4 targets, by using both gain- and loss-of-function approaches, we sought to investigate whether c-MYC levels affect the HTOL sensitivity of HMCL.

It is noteworthy that enforced expression of c-MYC in the c-MYC-null U266 cell line significantly antagonized HTOL inhibitory effects on cell viability (Figure 4A); conversely, c-MYC inhibition in NCI-H929 cells by 10058-F4 compound slightly increased HTOL sensitivity (Figure 4B). Collectively, these data demonstrate that c-MYC targeting might contribute, at least in part, to the inhibitory effects exerted by HTOL on HMCL viability.

## 3. Discussion

Various natural compounds obtained from different sources have been shown to prevent the onset of primary cancers, or to antagonize the evolution of pre-malignant and malignant conditions towards more aggressive stages. It is noteworthy that recent preclinical studies have also demonstrated the significant advantages of many of these agents for the management of MM [7], with a therapeutic window even superior to conventional chemotherapeutics. Mechanistically, the inhibition of oncogenic signaling pathways and the modulation of the epigenome have been found to be directly associated with the anti-tumor activity of such compounds [7,27]. Polyphenols found in olive oil have been found to be protective in various disease contexts [22]. In this regard, the proactive ingredient oleuropein and its derivative HT have been widely studied over the last decade, demonstrating many beneficial effects in cancer preclinical models [28].

We recently synthetized HTOL, a synthetic fatty ester of natural HT with oleic acid [21,22], through very mild synthetic procedures [16,20]. In the present work, we investigated for the first time the potential anti-tumor activity and the molecular pathways affected by HTOL in MM cells. Interestingly, our data demonstrate that HTOL reduces, at low micromolar doses, the viability of HMCLs, even in the presence of BMSCs, without being cytotoxic to healthy PBMCs or B lymphocytes, providing the basis for further investigation of HTOL activity using in vivo models of the disease.

Additionally, by whole-transcriptome analysis, we studied the molecular perturbations and the functional consequences induced by HTOL treatment in vitro. Gene ontology analysis revealed that genes associated with ER stress, UPR and apoptosis are induced by HTOL treatment, supporting the notion that HTOL-mediated cytotoxicity could likely be ascribed to the activation of the aforementioned pathways.

In parallel, our analysis revealed a down-regulation of Interferon-γ signaling produced by HTOL. Interferon regulatory factors (IRFs) are a family of transcription factors that regulate many aspects of innate and adaptive immune responses—including anti-viral responses, pro-inflammatory responses against pathogens and regulation of immune cell differentiation [29]. Comprising nine family members, the IRFs share significant homology within their N-terminal DNA-binding domain (DBD), which forms a helix-loop-helix motif that recognizes specific DNA sequences similar to the Interferon-stimulated response element. Interferon regulatory factor 4 (IRF4) acts as a lymphocyte-specific transcription factor [30]; it is oncogenic and overexpressed when translocated to actively transcribed genomic regions in some MM patients, but it also has a survival effect in MM in the absence of translocations or amplification [30]. We, and others, have demonstrated that IRF4 genetic knockdown, or its targeting via the tumor suppressor miR-125b, is lethal for MM cells, irrespective of their genetics, making IRF4 a sort of “Achilles’ heel” for MM [31,32]. A downstream IRF4 effector is the B-lymphocyte-induced maturation protein-1 (BLIMP-1) [33], the knockdown of which causes apoptosis in MM cells. Moreover, it was recently demonstrated that caspase-10 is transactivated by IRF4; importantly, the recent evidence by Lamy et al. that all HMCLs require casp-10 for survival has led to the assumption that loss of the casp-10/cFlip heterodimer mediates MM cell death induced by IRF4 knockdown [34]. All these data make IRF4 an attractive therapeutic target in MM [31].

A further relevant IRF4 target gene is c-MYC, which has a prominent role in the pathogenesis of MM [31,35]. c-MYC is overexpressed during MM progression, with the highest levels detected in plasma cell leukemias. Furthermore, c-MYC plays a critical role in drug resistance to conventional anti-MM therapy, such as melphalan, as well as to immunomodulatory drugs [24,25]. Intriguingly, our findings indicate that HTOL is able to antagonize the IRF4 pathway, leading to a significant down-regulation of IRF4 and its validated targets, which likely contributes to its anti-MM activity in our experimental models. Moreover, we applied c-MYC gain- and loss-of-function strategies and demonstrated that the manipulation of c-MYC affected, at least partially, HTOL sensitivity, further strengthening the capability of HTOL to act by antagonizing such oncogenic pathway. Since the IRF4–c-MYC axis is overexpressed in MM cells, it is likely that the lack of toxicity of HTOL on healthy cells can be ascribed to the absence or low expression of its targets.

It is of note that the IRF4–c-MYC axis remains undruggable since no targeted therapies are currently available and clinically exploitable to selectively inhibit these targets. It is tempting to speculate that HTOL-based therapeutics, through the inhibition of these potent oncogenic drivers, might provide new options applicable not only to MM but also to other c-MYC-addicted cancer types. Future studies are planned to assess HTOL anti-tumor effects in the context of in vivo MM preclinical models, along with the appropriate pharmacokinetics studies that are required for translating these findings in humans.

## 4. Materials and Methods

### 4.1. Chemicals

HTOL was obtained by esterification of hydroxytyrosol with oleyl chloride according to a previously described procedure [20]. Briefly, equimolar quantities of HT and oleyl chloride were dissolved in dry THF at room temperature, in the presence of 1% mol of Er(OTf)_3,_ and underwent reaction for 12 h. The product was purified after work-up by flash chromatography. The c-MYC inhibitor 10058-F4 (F3680) was from Merck.

### 4.2. Cell Cultures

NCI-H929, U266 and JJN3 human multiple myeloma cell lines (HMCLs) were purchased from DSMZ, which certified authentication performed by short tandem repeat DNA typing. AMO-1 and bortezomib-resistant AMO-BZB cells were kindly provided by Dr. C. Driessen (University of Tubingen, Germany). All these cell lines were immediately frozen and used from the original stock within 6 months. HMCLs were cultured in RPMI-1640 media containing 10% FBS (GIBCO; Life Technologies, Carlsbad, CA, USA), 2 μmol/L glutamine, 100 U/mL penicillin and 100 μg/mL streptomycin (GIBCO; Life Technologies, Carlsbad, CA, USA) and tested for mycoplasma contamination. To generate U266 cells stably expressing c-MYC, parental U266 cells were transduced with Precision LentiORF human MYC (GE Dharmacon, Lafayette, CO, USA) or empty vector, as previously reported [36]. Peripheral blood mononuclear cells (PBMCs) from healthy donors’ buffy coats were isolated by Ficoll-hypaque (Lonza Group, Basel, Switzerland), in accordance with the Declaration of Helsinki following informed consent and Institutional Review Board (University of Catanzaro, Catanzaro, Italy) approval (institutional approval: n.120/2015), as previously reported [37]. CD19^+^ cells were obtained from PBMCs using an anti-human anti-CD19 microbeads kit (Milteny Biotech, Gladbach, Germany) according to the manufacturer’s instructions. NCI-H929 cells stably expressing luciferase and GFP transgenes were obtained by transducing NCI-H929 cells with pLentipuro3/TO/V5-GE/EGFP-Firefly luciferase lentivirus (Addgene), as previously reported [36]. BMSCs were obtained from a BM aspirate of a newly diagnosed MM patient following depletion of CD138^+^ cells using an anti-human CD138 microbeads kit (Milteny Biotech, Gladbach, Germany). Co-culture experiments were performed in 96-well plates at a density of 4.0 × 10^4^ NCI-H929 GFP-luciferase-positive cells/mL in a 2:1 BMSCs/MM cells ratio. Cell viability was determined in vehicle- or HTOL-treated co-cultures by measuring the luminescence of luciferase-expressing cells with the luciferase reporter assay (Promega) and reported as % of the untreated.

### 4.3. Cell Viability and Apoptosis Assays

Cell viability was analyzed by Cell Titer Glo (CTG; Promega), while Annexin V/7-Aminoactinomycin (7-AAD) flow cytometry assay (BD Biosciences, San Jose, CA, USA) was used to define apoptosis and cell viability according to the manufacturer’s instructions.

### 4.4. Western Blotting

Whole-cell protein extracts were prepared using NP40 containing Halt Protease Inhibitor cocktail (Invitrogen, Thermo Fisher Scientific, Waltham, MA, USA). Western blot (WB) was performed as reported [9]. Antibodies were all from Cell Signaling Technology (anti-PARP (#9532), -CHOP (#2895), -ATF-4 (#11815), -IREα (#3294), -Phospho-eIF2α (#3398), -eIF2α (#9722), -BIP (#3177), -caspase-8 (#9746), -caspase-3 (#9665), -IRF4(#4694), -caspase-10 (#9752), Blimp1 (#9115), -β-actin (#3700), -c-MYC (#5605) and GAPDH (#97166)). Densitometric analysis of blots was performed by LI-COR Image Studio Digits Ver 5.0 (Bad Homburg, Germany) and expressed as a relative protein unit after normalization with appropriate housekeeping; a representative blot, with the relative densitometric analysis, is shown in each figure.

### 4.5. Transcriptional Profiling by Microarray

Global gene expression profiles of duplicate JJN3 DMSO-treated control cells and cells treated for 24 h with 5.0 μM HTOL were obtained by means of GeneChip^®^ Human Gene 2.0 ST arrays (Thermo Fisher), as previously described [38]. RNA was obtained using Trizol reagent (Invitrogen). The expression levels of Ensembl genes specific for 18,642 unique protein-coding genes were obtained and compared by Gene Set Enrichment Analysis (GSEA). Default analysis conditions and 500 gene set permutations were applied on gene sets (5–500 genes) of Kegg, Reactome and Hallmark collections. The most significant gene sets were selected on the basis of nominal *p*-value (<0.05) and FDR q-value (<10%). Gene expression data were deposited in the Gene Expression Omnibus (GEO) repository under GEO accession number GSE184489.

### 4.6. Statistical Analysis

Each experiment was performed at least three times, and values were reported as mean ± SD. Data were analyzed using Student’s *t* tests for two-group comparisons or a one-way analysis of variance (ANOVA) for multiple comparisons using the Graphpad software (GraphPad Software, La Jolla, CA, USA). A *p*-value < 0.05 was considered significant.

## Figures and Tables

**Figure 1:**
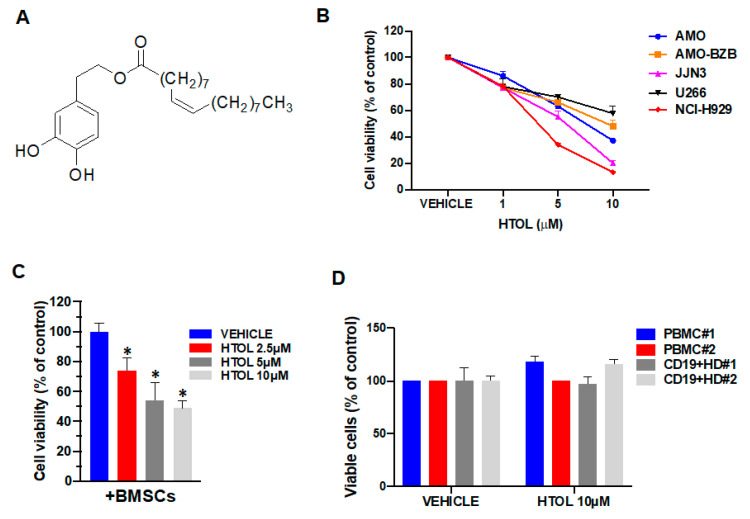
HTOL effects on HMCLs and PBMCs viability. (**A**) Chemical structure of HTOL. (**B**) Cell viability of HMCLs as determined by Cell Titer Glo (CTG) assay 48 h after treatment with increasing doses of HTOL or vehicle (DMSO). (**C**) Luciferase-engineered, GFP-positive NCI-H929 cells were plated adherent to MM BMSCs and treated for 48 h with HTOL;cell viability was determined by luciferase assay and expressed as a percentage of the luciferase activity of vehicle-treated cells; * *p* < 0.05 as compared to vehicle-treated cells. (**D**) CTG assay performed on peripheral blood mononuclear cells (PBMCs) or on purified CD19^+^ cells from two different healthy donors (HD), treated ex vivo with HTOL for 48 h.

**Figure 2:**
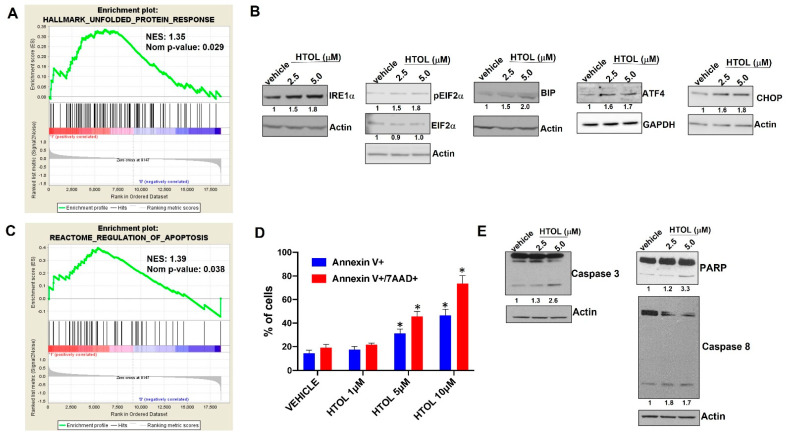
HTOL induces ER stress, UPR and apoptosis of JJN3 cells. (**A**) GSEA performed 24 h after treatment of JJN3 cells with 5.0 μM HTOL shows enrichment of UPR genes; normalized enrichment score (NES) and nominal *p*-value parameters are reported. (**B**) Western blot (WB) analysis of IRE1α, phospho-EIF2α, EIF2α, BIP, ATF4 and CHOP in JJN3 whole cell lysates after HTOL treatment for 24 h; actin or GAPDH were used as loading control. (**C**) GSEA performed 24 h after treatment of JJN3 cells with 5.0 μM HTOL shows enrichment of apoptotic genes; normalized enrichment score (NES) and nominal *p*-value parameters are reported. (**D**) Annexin V/7-AAD staining of JJN3 cells after treatment with HTOL for 24 h. (**E**) WB of caspase-3, caspase-8 and PARP1 in JJN3 cells after 24 h of HTOL treatment; actin was used as loading control. * *p* < 0.05 as compared to vehicle-treated cells.

**Figure 3:**
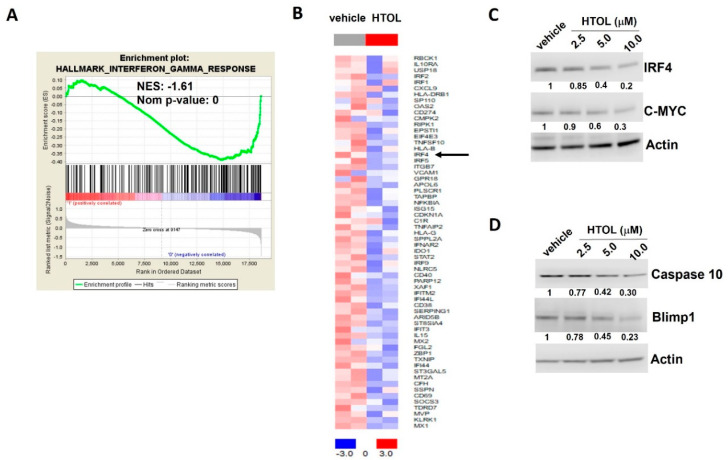
HTOL inhibits the IRF4 pathway. (**A**) GSEA performed 24 h after treatment of JJN3 cells with 5.0 μM HTOL shows a decrease in IFN-γ genes in JJN3 cells. (**B**) Heatmap analysis reporting the core enrichment genes of the IFN-γ pathway, also including IRF4, found them to be significantly down-regulated after 5.0 μM HTOL treatment of JJN3 cells. WB of (**C**) IRF4, c-MYC, (**D**) caspase-10 and Blimp1 in JJN3 cells exposed for 24 h to HTOL treatment; actin was used as loading control.

**Figure 4:**
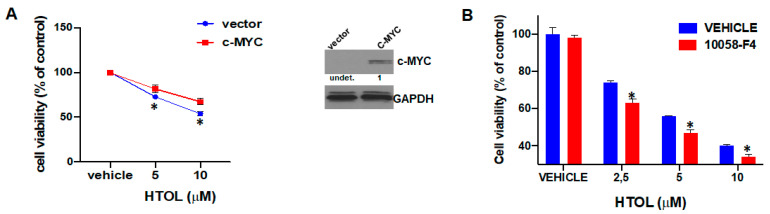
c-MYC affects MM cells’ responsiveness to HTOL. (**A**) Cell viability of U266 transduced with pCDH empty vector or pCDH-c-MYC as determined by CTG assay, 24 h after treatment with increasing doses of HTOL or vehicle (DMSO); * *p* < 0.05 as compared to empty-vector transfected cells. Right panel refers to WB analysis of c-MYC performed using lysates from U266 cells transduced with pCDH empty vector or pCDH–cMYC. (**B**) Cell viability as determined by CTG assay in NCI-H929 cells treated for 24 h with 10 μM 10058-F4 in combination with HTOL or DMSO; * *p* < 0.05 as compared to vehicle-treated cells.

## Data Availability

The data presented in this study are available in this article (and the supplementary material).

## Supplementary Materials

The following are available online at https://www.mdpi.com/article/10.3390/ijms222111639/s1.

# Supplementary material for: Oleil Hydroxytyrosol (HTOL) Exerts Anti-Myeloma Activity by Antagonizing Key Survival Pathways in Malignant Plasma Cells
**Source:** Int J Mol Sci. 2021 Oct 28;22(21):11639. doi: 10.3390/ijms222111639
**Supplement:** Supplementary file 1

**Table S1:** List of the most significant (nom. p-val<0.05 and FDR q-val<10%) gene sets up- or down-regulated in HTOL treated versus control JJN3 duplicates. Normalized Enrichment score (NES), nominal p-value, FDR q-value are reported for each KEGG, REACTOME or HALLMARK gene set. Gene sets are ordered according to nominal p-value in each collection.

| NAME                                                               | SIZE | NES       | NOM p-val   | FDR q-val |
|--------------------------------------------------------------------|------|-----------|-------------|-----------|
| KEGG_DNA_REPLICATION                                               | 36   | 1,8629572 | 0           | 0,0396558 |
| REACTOME_G2_M_CHECKPOINTS                                          | 41   | 2,1805267 | 0           | 0,0010061 |
| REACTOME_ACTIVATION_OF_ATR_IN_RESPONSE_TO_REPLICATION_STRESS       | 35   | 2,120249  | 0           | 0,0010927 |
| REACTOME_DNA_REPLICATION                                           | 182  | 2,1445453 | 0           | 0,0014569 |
| REACTOME_MITOTIC_M_M_G1_PHASES                                     | 162  | 2,2236993 | 0           | 0,0020122 |
| REACTOME_CELL_CYCLE_CHECKPOINTS                                    | 110  | 2,0874388 | 0           | 0,0022694 |
| REACTOME_M_G1_TRANSITION                                           | 77   | 2,0318806 | 0           | 0,0041646 |
| REACTOME_ACTIVATION_OF_THE_PRE_REPLICATIVE_COMPLEX                 | 30   | 2,0294888 | 0           | 0,0042194 |
| REACTOME_CELL_CYCLE_MITOTIC                                        | 300  | 1,9518813 | 0           | 0,0153273 |
| REACTOME_PROCESSING_OF_INTRONLESS_PRE_MRNAS                        | 14   | 1,8719659 | 0           | 0,0225047 |
| REACTOME_MITOTIC_G1_G1_S_PHASES                                    | 128  | 1,8755218 | 0           | 0,0228139 |
| REACTOME_ENDOSOMAL_SORTING_COMPLEX_REQUIRED_FOR_TRANSPORT_ESCRT    | 25   | 1,8801295 | 0           | 0,0236449 |
| REACTOME_SYNTHESIS_OF_DNA                                          | 89   | 1,8839159 | 0           | 0,0247668 |
| REACTOME_MITOTIC_PROMETAPHASE                                      | 81   | 1,8577735 | 0           | 0,0256893 |
| REACTOME_S_PHASE                                                   | 105  | 1,8848453 | 0           | 0,0266455 |
| REACTOME_CELL_CYCLE                                                | 378  | 1,8872088 | 0           | 0,0272056 |
| REACTOME_G1_S_TRANSITION                                           | 104  | 1,8963621 | 0           | 0,0300775 |
| REACTOME_FACILITATIVE_NA_INDEPENDENT_GLUCOSE_TRANSPORTERS          | 12   | 1,8120723 | 0           | 0,036673  |
| REACTOME_DNA_STRAND_ELONGATION                                     | 30   | 1,8126976 | 0           | 0,0383447 |
| REACTOME_ASSEMBLY_OF_THE_PRE_REPLICATIVE_COMPLEX                   | 62   | 1,7475202 | 0           | 0,0583408 |
| REACTOME_HIV_LIFE_CYCLE                                            | 107  | 1,6933157 | 0           | 0,0878187 |
| REACTOME_CLEAVAGE_OF_GROWING_TRANSCRIPT_IN_THE_TERMINATION_REGION_ | 40   | 1,6951902 | 0           | 0,0895878 |
| REACTOME_UNWINDING_OF_DNA                                          | 11   | 1,7596835 | 0,004273505 | 0,05566   |
| REACTOME_MRNA_3_END_PROCESSING                                     | 32   | 1,6907833 | 0,004366812 | 0,0842613 |
| REACTOME_G0_AND_EARLY_G1                                           | 23   | 1,7261058 | 0,004484305 | 0,0687357 |
| REACTOME_FANCONI_ANEMIA_PATHWAY                                    | 19   | 1,7840939 | 0,004504505 | 0,0491063 |
| REACTOME_FORMATION_OF_TUBULIN_FOLDING_INTERMEDIATES_BY_CCT_TRIC    | 21   | 1,8906984 | 0,004524887 | 0,0286232 |
| REACTOME_EXTENSION_OF_TELOMERES                                    | 27   | 1,7738888 | 0,004545454 | 0,0528074 |

|                                                                             |     |            |             |           |
|-----------------------------------------------------------------------------|-----|------------|-------------|-----------|
| REACTOME_E2F_ENABLED_INHIBITION_OF_PRE_REPLICATION_COMPLEX_FORMATION        | 10  | 1,712782   | 0,008230452 | 0,077351  |
| REACTOME_ASSOCIATION_OF_LICENSEING_FACTORS_WITH_THE_PRE_REPLICATIVE_COMPLEX | 13  | 1,7695241  | 0,008438818 | 0,0526726 |
| REACTOME_PROCESSING_OF_CAPPED_INTRONLESS_PRE_MRNA                           | 22  | 1,7539661  | 0,00877193  | 0,0571675 |
| REACTOME_FORMATION_OF_THE_TERNARY_COMPLEX_AND_SUBSEQUENTLY_THE_43S_COMPLEX  | 45  | 1,6914027  | 0,009049774 | 0,0866961 |
| HALLMARK_E2F_TARGETS                                                        | 197 | 2,309019   | 0           | 0         |
| HALLMARK_G2M_CHECKPOINT                                                     | 194 | 1,8165199  | 0           | 6,18E-04  |
| HALLMARK_INTERFERON_GAMMA_RESPONSE                                          | 196 | -1,6052411 | 0           | 0,0754253 |

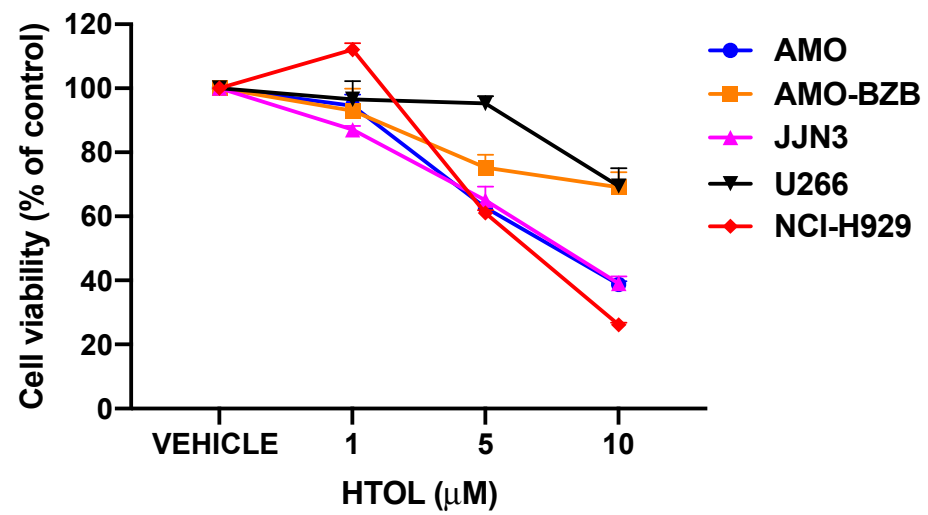

**Figure S1:** Cell viability of HMCLs as determined by Cell Titer Glo (CTG) assay 24 h after treatment with increasing doses of HTOL or vehicle (DMSO).

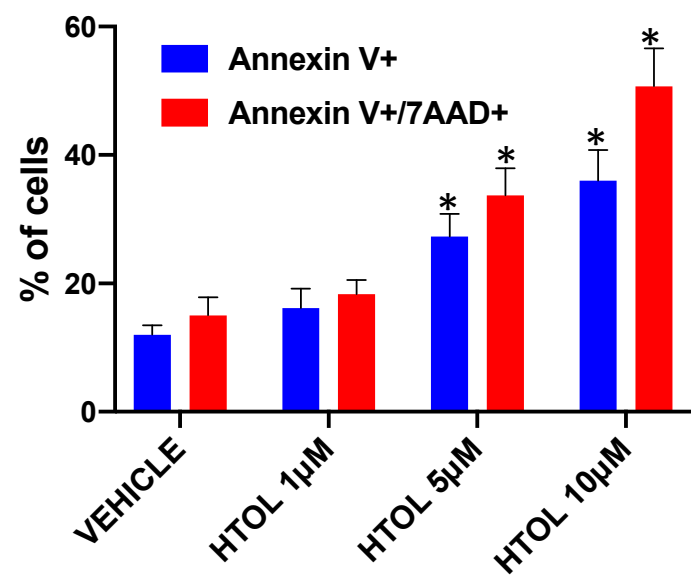

Figure S2: Annexin V/7-AAD staining of NCI-H929 cells after treatment with HTOL for 24 h. \*  $p < 0.05$  as compared to vehicle-treated cells.

HTOL DMSO

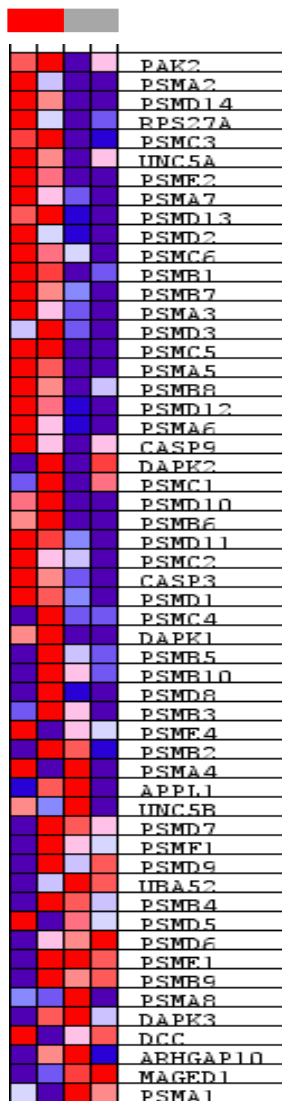

Figure S3: Heatmap of the core enrichment genes for “Reactome Regulation of Apoptosis” gene set.

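In GSEA, core enrichment genes are the members of a set that come before the peak of its running score. Most of the symbols in Supplementary Figure S3 begin with PSM, the symbols of proteasome subunits. Each row of the heatmap is a gene, and the columns are grouped as HTOL and DMSO. The values of these genes were not analysed here, because the table of values gives identifiers without symbols.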

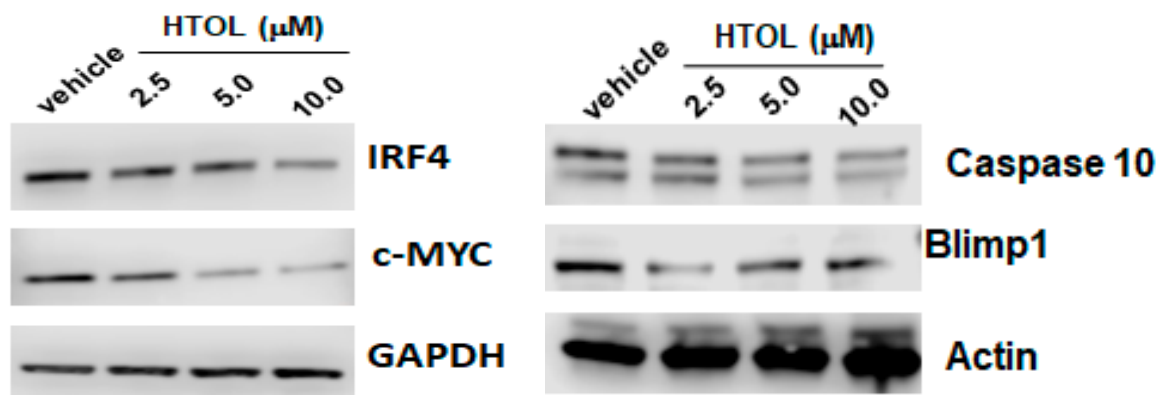

**Figure S4:** WB of IRF4, c-MYC, Caspase 10 and Blimp1 in NCI-H929 cells exposed for 24 h to HTOL treatment; actin or GAPDH were used as loading controls.

How the deposited data were processed for this re-analysis (not part of the article)

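Gene expression was measured in JJN3 cells treated for 24 h with 5 μM HTOL or with DMSO, 2 arrays per group and 4 in all, each on its own GeneChip array. The authors deposited a table of values on what was read as the log2 scale, with 1 row per Ensembl gene (35458 features) and 1 column per array. The log2 scale was inferred from the range of the values. The paper's text refers to an earlier publication for the array procedure and does not itself name the summarisation or normalization. For GSEA the paper used protein-coding genes only; the table used here gives no gene types, so no feature was selected by type. Of its columns of values, 0 were left unused.

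The groups were taken from the sample labels and the methods. Values were compared with limma (version 3.58.1, R version 4.3.3), with lmFit and eBayes without a trend and Benjamini-Hochberg adjustment at 0.05, and no replicate block. The replicate numbers were not used to pair the arrays, since the paper names no pairing. Before the data were examined, these tests, the alternatives for them and 13 lists of genes by symbol were fixed, together with the rule for naming genes. That rule named every gene in the paper's text and the 5 largest rises and falls. It could not be followed: the reference table used here pairs 0 Ensembl identifiers with a symbol, so the 13 lists, the named genes, the gene sets of Supplementary Table S1, and 4 hypotheses on MYC, NRF2, SREBP and PPAR target genes were not analysed here. Without names, identifiers are given only for the 2 rises and 2 falls with the largest moderated t and both HTOL arrays beyond both vehicle arrays.

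The analysis of cell cycle genes was added after the data were seen. Its 1314 identifiers come from the cell cycle marker pairs distributed with an R package, whose authors kept genes annotated to the cell cycle in Gene Ontology and trained the pairs on embryonic stem cells. Identifiers were assigned to the phase, G1, S or G2/M, in which they are most often the higher member of their pairs, and 9 had no phase. It was the only list keyed by Ensembl identifier found among the installed tools, and the medians of the list and its phases had been seen, all above 0, before the tests were run. The 4 lists were tested under 15 settings, and under 4 further ones that combine random lists matched on mean expression with leaving out an array. The paper names the default conditions of GSEA and gene set permutations. The defaults were taken here to be signal-to-noise ranking with the SD floored at 0.2 of the mean and weight 1, which the paper's text does not spell out, and 10000 permutations were used in place of the paper's number. A list was called at nominal p below 0.05 and adjusted p below 0.1 over the 4 lists. The whole list exceeds the paper's limit on set size. On the log2 values the floor replaced the SD in both groups for 97.8% of features, so the spread between replicates hardly entered the ranking. Camera (with a preset correlation of 0.01 and with an estimated one) and fry were run beside it.

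Alternatives were a filter at the median expression, quantile normalization, median centring, the replicate number as a block, eBayes with an intensity trend or with robust hyperparameters, the Student's test of the methods, and leaving out each array. With 1 array left in a group, limma's spread comes from the other group. In the Student's test 3 features without variance were left out, a rule set after calls at an adjusted p of 0 were seen. Level deciles, splits of the arrays and matched random lists were also added after the data were seen. The tests were checked on simulated data: of 200 features changed by 2 on the log2 scale among 35458, with 2 simulated arrays per group, limma recovered 153 (76.5%) with 3 false calls. A list shifted by 0.1 had a NES of 1.95, and an unshifted one 1.01. The simulated features were independent, and large changes were far more frequent than in the real data, where 9 features had a group difference as large as 2.04. The share recovered therefore does not give the power of the real comparison. Figures were drawn with matplotlib. No depth applies to arrays, and their number limits the precision.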

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

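The tests on cell cycle genes, the matched random lists, and the alternatives for the counts at an unadjusted p and at a log2 difference of 1 were chosen after the data were seen; the other alternatives were fixed before the data were examined.

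With limma, 0 features passed an adjusted p of 0.05 as deposited, after the filter at the median expression, after quantile normalization or median centring, with either other variance model, and without any 1 array. The Student's test of the methods called 1 feature after adjustment (0.00986), a fall of small size (log2 difference -0.38), and 2752 unadjusted. The replicates of that feature, ENSG00000013619.13, were almost identical, with an SD of 4.4e-05 for vehicle and 0.00028 for HTOL. Its call therefore rests on a variance near 0, and in limma its adjusted p was 0.569. The count at an unadjusted p of 0.05 was 3032, and between 1697 and 4102 with 1 array left out: 1728 without vehicle replicate 1, 1697 without vehicle replicate 2 and 4102 without HTOL replicate 2. Features with a log2 difference of at least 1 numbered 310, 148 after the filter, and 502 to 793 with 1 array left out, where a single array stands for its group. The share of features higher after HTOL was 49.6%, and 47.8% after the filter. It passed 50 with quantile normalization (51.2%) and with median centring (50.9%), so its direction is set by the scaling. With 1 array left out it was 49.3% to 49.9%.

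With the replicate block, 0 features passed adjustment and 2790 passed unadjusted, and the NES of the cell cycle list was 1.27. Across all features, same-numbered arrays did not deviate together (r = 0.016). In the brightest decile, the HTOL minus vehicle differences of same-numbered arrays correlated at 0.674, against 0.521 with the numbers crossed. In the dimmest decile these values were 0.013 and 0.032. Some pairing among bright features is therefore not excluded. No call changed with the block, but a balanced block leaves the group means unchanged, and the SD was floored for 97.8% of features. The enrichment could thus hardly change.

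The 4 cell cycle lists depended on the setting. All 4 were called after the filter at the median expression, where the NES was 1.68 for G1 and 1.32 for S; with the moderated t as the ranking metric (2.02 and 1.62); with signal-to-noise on linear values (1.98 and 1.61); and with random lists matched on mean expression (1.98 and 1.45). Camera with its preset correlation called G1 (p = 0.00177) as well as the whole list and G2/M. Camera with the estimated correlation called no list, with p = 0.123 for the whole list and 0.0927 for G2/M. Fry called none after adjustment, with p = 0.109 and 0.0464. With 1 array left out, the NES ranged from 0.718 to 1.45 for the whole list, 0.661 to 1.29 for G1, -0.884 to 1.32 for S and 1.12 to 1.49 for G2/M. No list was called without HTOL replicate 2, where S reversed to -0.884, or without vehicle replicate 2; without HTOL replicate 1 all 4 were called. Apart from the level of expression of the lists, the cause was not tested.

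After the enrichment was seen to be lost without those arrays, leaving out each array was also run against 2000 random lists matched on mean expression. Without vehicle replicate 2 the NES of the whole list was then 2.00 (permutation p = 0.013, from the 76 random lists with a score of its sign). Its G1, S and G2/M genes had permutation p values of 0.00315, 0.00554 and 0.00286, so against matched lists the enrichment was not lost there. Without HTOL replicate 2 the whole list scored above 0 while 0 of the 2000 random lists did, which puts it beyond all of them but leaves no NES. The G2/M genes had a NES of 2.12 (permutation p = 0.0208, from 47 lists), the G1 genes a NES of 1.18 (permutation p = 0.0513, from 38 lists), and S stayed below 0 at -1.08. These p values are not adjusted over the lists and settings. Signal over background could not be assessed, since the values hold no background measurement.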

Differences from the paper's values

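The paper compared 18642 protein-coding genes; the table used here holds 35458 features of unstated type, a wider group. Of the alternatives set before the data were examined, the filter at the median expression leaves 17729 features, within 1.5 times the paper's number, but it selects by level and not by gene type. Quantile normalization, median centring, the replicate block, both other variance models and leaving out each array keep the 35458, and the Student's test of the methods covers 35455, so none of these comes within 1.5 times. The gene sets and the genes that the paper names were not analysed here, so no other value can be set beside the paper's.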

Other observations

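The tests of explanations in this part, the comparisons of splits and the cell cycle list with its tests were chosen after the results were seen; the limma fits behind the adjusted p of single features were not.

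Cell cycle genes were slightly higher after HTOL, by a median log2 difference of 0.060. Their level of expression argues against being the whole cause: of 10000 random lists matched on mean expression, 0 reached that median, and the central 95% of their medians ended at 0.010. Those lists draw genes independently, which genes that move together do not satisfy. Fry and camera with an estimated correlation did not call the list (p = 0.109 and 0.123), but camera's estimated correlation was 0.0124, near the preset 0.01 at which it did. With an estimated correlation camera's test rests on the 2 residual degrees of freedom of the 4 arrays, so these non-calls do not show that correlation between genes accounts for the shift. Intensity differences across whole arrays are also argued against, since the median was 0.066 after quantile normalization. A single HTOL array does not explain the median, which was at least 0.048 in every pair of an HTOL and a vehicle array. For the enrichment over all features it is otherwise: the NES fell to 0.718 without HTOL replicate 2 and to 0.990 without vehicle replicate 2, so single arrays can decide whether the list is called in that comparison. Against random lists matched on mean expression the NES was 2.24, and 2.00 without vehicle replicate 2, and without HTOL replicate 2 the list lay beyond all 2000 random lists, so there the whole list was not lost, while its S genes scored below 0. Chance in the grouping of arrays cannot be excluded. Measured from the median of all features, the shift of the list was 0.061 in size for the real split, against 0.0036 and 0.022 for the others, but 1 of 3 splits is the smallest share that 4 arrays allow. An effect of HTOL on the cell cycle, and a difference between cultures unrelated to HTOL, both stay open.

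The count of features at an unadjusted p of 0.05 was 3032 for the real split and 1414 and 1359 for the other splits. The real split was again 1 of 3, so chance cannot be excluded.

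Of the features with the largest moderated t, ENSG00000200394.1 rose by 2.25 (standard error 0.171) and ENSG00000274869.1 by 2.04 (0.162), while ENSG00000265972.5 changed by -1.54 (0.152) and ENSG00000184500.14 by -1.48 (0.150). Each had both HTOL arrays beyond both vehicle arrays, and each had an adjusted p of 0.527 in limma. The table does not pair these identifiers with gene names. The vehicle mean of ENSG00000274869.1 (2.54) and the HTOL mean of ENSG00000184500.14 (2.69) lie below 2.72, the mean level of the dimmest decile, so for these features the size of the difference is uncertain. With an intensity trend their adjusted p was 0.201, 0.300, 0.229 and 0.300, and with the replicate block 0.632. ENSG00000200394.1 and ENSG00000265972.5 are in the brightest decile of features, where 0 of 3546 features had a replicate difference as large, which argues against replicate noise at that level. The others are dim. In their deciles, 18 features for ENSG00000274869.1 and 33 for ENSG00000184500.14 differed as much between replicates, so noise remains a candidate explanation for them. Array-wide intensity differences are argued against by quantile normalization, after which the smallest of the 4 differences was still -1.48. Chance cannot be excluded: the largest t was 13.1 in the real split, 1 of 3, and 11.9 and 12.4 in the others.

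In the brightest decile of features the HTOL replicates differed more than the vehicle replicates, with an SD of 0.264 against 0.140. Their ratio was 1.88 as deposited and 1.86 after quantile normalization. A uniform shift of an array cannot alter this spread. The near-equal ratios therefore bear only on differences in the shape of the arrays' distributions, and argue against these as the cause. HTOL replicate 1 lay further from the vehicle mean in that decile, with an SD across features of 0.354 against 0.273 for HTOL replicate 2. Its quartiles over all features, 3.71 and 6.70, also lay closer together than those of the other arrays. The quality of that array and a difference between the treated cultures stay open, and the table holds nothing that separates them.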
